A study of Mus musculus with 8 samples. Its data were reported in "YAP contributes to DNA methylation remodeling upon mouse embryonic stem cell differentiation" (2020).

How the data were processed

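DNA methylation was measured by bisulphite sequencing of captured mouse regions (SureSelectXT Methyl-Seq) in E14Tg2a embryonic stem cells, a line derived from the inner cell mass. Cells transfected with a control siRNA (CTR KD) or with siRNA against YAP (YAP KD), the transcriptional co-activator restrained by the Hippo pathway, were sampled undifferentiated (T0) and after 4 days as serum-free embryoid body-like aggregates (T4). The knockdown was transient, and the study reported that YAP mRNA and protein had recovered by day 4 of differentiation. YAP KD at T4 therefore names cells with an earlier reduction of YAP. The labels give 8 samples, 2 for each of the 4 combinations of siRNA and time, and the study describes the DNA as coming from independent experiments.

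The submitters' processing notes name Trim Galore, Bismark, Bowtie2 and methylKit and the mm9 build, with no versions. The authors trimmed the reads, aligned them, called CpG methylation and compared groups with methylKit over windows of 250 bp that start every 125 bp. For each window the authors deposited a p-value, a q-value and the methylation difference in percentage points, in 1 table for each of 4 comparisons. These comparisons are between groups, and the tables hold no value per sample, no methylation level per group and no read depth. The depth behind each window is therefore unknown, and no test across replicates was possible. Each table listed windows with p-values up to 1, so every window the authors tested was taken to be listed.

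The direction of each table was settled from the data. Differentiation differences are T4 minus T0, following the study's description of gains and losses. Knockdown differences are YAP KD minus CTR KD: over the 37980 windows in all 4 tables, the T4 minus the T0 knockdown difference equalled the YAP KD minus the CTR KD differentiation difference with a correlation of 0.989, and 93.4% of windows closed within 0.5 points. The same reading gives each window 2 estimates of the error of that difference, whose ratio had a median of 1.00.

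A differentially methylated region (DMR) was a window with q at or below 0.05 and an absolute difference over 10 points, in the authors' values. DMRs that overlapped or touched and went the same way were merged into regions, each described by its window with the largest difference. A standard error was derived for each window as the absolute difference divided by the normal quantile of its p-value. It covers only the error in the authors' p-values.

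Windows were assigned to the gene with the nearest transcription start site (TSS) and to exon, intron, UTR or intergenic sequence from GENCODE M1 on the same mouse build. Gene names were matched through a RefSeq gene table of GRCm38.p6, used for synonyms alone. Each window's 31-mers were counted in the genome, and a window whose median count was 1 was called single-copy, the others repeated.

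Gain shares carry 95% intervals from 1000 bootstrap draws of 1 Mb blocks. The gain share of YAP KD minus that of CTR KD was tested by flipping signs over 20 chromosomes (two-sided, 100000 draws), and per chromosome by Fisher's exact test on merged regions with Benjamini-Hochberg adjustment. Changes at windows in both differentiation tables were compared by correlation and by a z test with derived standard errors, adjusted over windows. For 14 gene lists, the number of genes with a gain and with a loss was set against 10000 random lists matched on windows per gene (two-sided, adjusted over lists). All of these were chosen before the data were examined, except the restriction to single-copy windows, the lists tested on windows lost in YAP KD only or gained in CTR KD only, the use of the q threshold alone in both tables and the alternatives tried for single chromosomes. Alternatives were a q threshold of 0.01, no minimum difference, a minimum of 20 points, merged regions, non-overlapping windows, autosomes only, 10 Mb blocks, windows listed in both tables, doubled standard errors, other overlap rules, unmatched Fisher tests and genes within 10 kb.

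The genes named were, by a rule set in the same way, the 10 regions with the largest gain and loss per comparison, up to 4 members of each list past the threshold, the 5 regions with the largest difference of changes among those lost in YAP KD only and among those gained in CTR KD only, and Dnmt3l, Dnmt3a, Dnmt3b, Lin28a, Nanog, Yap1 and ephemeron. The text gives the members of this set that describe each comparison. Ephemeron is absent from the annotation used and was not analysed here.

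The simulated data for the z test drew independent errors from the same derived standard errors that the test uses. They hold no variation between replicates and no link between overlapping windows. They therefore check the calculation and not the false share among the real calls. In the comparison of the YAP KD and CTR KD changes over 38551 windows, 94.0% of 100 windows shifted by -10 points and 100% of 100 shifted by -20 points were recovered, and 3.96% of the calls were false. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0, pysam 0.24.0 and matplotlib 3.10.9 were used.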

Results

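Genome-wide methylation was compared between undifferentiated and differentiated embryonic stem cells, each with a control or a YAP knockdown. The authors' tables covered 46579 windows for CTR KD differentiation, 42770 for YAP KD differentiation, 47315 for YAP KD against CTR KD at T0 and 42803 at T4. The windows held a median of 15 CpGs in the CTR KD differentiation table, and 70.6% of them lay within 1 kb of a TSS. The median derived standard error of a difference was 0.586 points for CTR KD differentiation and 0.593 points for YAP KD differentiation. All p-values compare these libraries, since the tables give no values per replicate. Coordinates are those of mm9 (NCBIM37).

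The differentiation of CTR KD cells asks which regions are remodelled when stem cells leave the undifferentiated state. Some naive pluripotency genes gained methylation and some germline and receptor genes lost it, more than in matched random lists, though most members of each list had no DMR in that direction. Nanog, a core pluripotency factor, gained 14.4 points in the authors' deposited table in an intergenic window on chromosome 6 (122636876 to 122637125) at -20506 bp from its TSS (q = 1.46e-10). Zfp42 (Rex1), a marker of the naive state, gained 20.8 points there in its coding sequence on chromosome 8 (44381001 to 44381750; q = 1.87e-34). Of 26 measured naive pluripotency genes 5 gained a DMR against 0.878 expected (adjusted permutation p = 0.0308 over the lists). Besides Nanog and Zfp42 these were Klf5, L1td1 and Sall4, with 17.4, 14.4 and 13.8 points in the authors' deposited table, of which Sall4 in this comparison was named after its values were seen. The Klf5 window was 67841 bp from the TSS. In the same list 2 genes lost a DMR against 1.74 expected (adjusted permutation p = 1.0), Dppa3 (-25.7 points, in repeated sequence) and another region near Klf5, in the authors' deposited table. With windows within 10 kb of a TSS alone, 2 naive pluripotency genes gained a DMR and the list no longer passed (adjusted permutation p = 1.0).

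Germline genes that methylation keeps silent moved the other way. Of 18 measured, 6 lost methylation against 1.03 expected (adjusted permutation p = 0.0112), and 0 gained it. The meiotic inducer Stra8 fell by 24.5 points in the authors' deposited table over 5 merged windows in an intron on chromosome 6 (34871626 to 34872500; q = 2.8e-40). Sohlh2, a transcription factor of early germ cells, fell by 20.8 points there, and the meiotic gene Hormad2 fell by 11.2 points. Olfactory and vomeronasal receptor genes lost methylation at 8 of 46 measured genes against 2.26 expected (adjusted permutation p = 0.0224), led in the authors' deposited table by Vmn1r3 (-37.3 points) and Vmn2r82 (-30.7 points). Both windows lie in repeated sequence, and in single-copy windows the list did not pass (adjusted permutation p = 0.372), nor within 10 kb of a TSS (adjusted permutation p = 1.0). Receptor genes stand in clusters and are not independent, so their p-values are too small.

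Other developmental lists did not pass in CTR KD cells. Neural genes lost methylation at 6 of 38 measured members (4.73 expected, adjusted permutation p = 0.839). In the authors' deposited table these included the forebrain factor Fezf2 (-25.9 points), Pax3 (-19.8 points), Nkx6-1 (-18.6 points) and En1 (-18.1 points). Hox genes lost it at 5 of 37 members (3.33 expected, adjusted permutation p = 0.826), among them Hoxd3 (-20.7 points) and Hoxa7 (-20.2 points) in the authors' deposited table. Of 73 measured Wnt pathway genes, 2 gained and 7 lost a DMR, against 2.33 and 5.04 expected (adjusted permutation p = 1.0 and 0.826). Classical cadherins lost it at 6 of 28 members (2.80 expected, adjusted permutation p = 0.395). The study drew attention to Wnt and cadherin genes from these same samples, so both lists are not independent evidence. It reported both PANTHER pathways as overrepresented among genes with a loss in YAP KD cells alone. That is a different set of changes, and its pathways are not the lists used here.

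Among the largest gains in CTR KD cells was Zfp704, a zinc finger gene, with 28.5 points in the authors' deposited table in an intron on chromosome 3 (9603376 to 9603875; q = 3.37e-34). A region in a coding exon of Trim71, a stem cell RNA-binding protein, gained 28.0 points there on chromosome 9 (114421751 to 114422750; q = 2.43e-66). Its nearest TSS was that of Ccr4, and in YAP KD cells it gained 12.3 points in the authors' deposited table, a change that differed (adjusted p = 2.51e-09). Coding exons of the histone demethylase gene Kdm2b and of Ywhag, a 14-3-3 protein, gained 24.3 and 23.7 points in the authors' deposited table, and a UTR of the translation factor gene Eif4a2 gained 23.9 points. The largest losses besides the receptors included intergenic windows nearest to Slc16a7, a monocarboxylate transporter gene (-31.6 points), and Cggbp1 (-29.0 points), and introns of the neural zinc finger gene Zic4 (-30.6 points) and of Catsperg1, a subunit of the sperm calcium channel (-27.9 points), in the authors' deposited table. In all, 1477 windows were DMRs, of which 446 gained and 1031 lost methylation. The gain share was 30.2% (95% interval 26.4 to 34.0).

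The same comparison in YAP KD cells asks how differentiation remodels methylation after a transient reduction of YAP in the undifferentiated cells. Losses were more numerous. There were 1647 DMRs, of which 216 gained and 1431 lost methylation, a gain share of 13.1% (95% interval 10.8 to 15.6). Classical cadherins and their relatives lost methylation at 12 of 29 measured genes against 3.07 expected (adjusted permutation p = 0.0014), a list the study drew attention to and so not independent evidence. In the authors' deposited table these included Cdh5, the endothelial cadherin (-15.5 points), Pcdh17 (-14.7 points) and Cdh22 (-14.1 points). The largest was at Dsc3 (-25.0 points), in a window 1163972 bp from its TSS. The Cdh5 and Cdh22 windows lay at -24149 and 22352 bp from theirs, and the Pcdh17 window at 3881 bp. Receptor genes lost it at 13 of 40 members against 2.71 expected (adjusted permutation p = 0.0014), with Vmn2r82 (-42.0 points) and Vmn1r3 (-38.2 points) at the head of the authors' deposited table. Both of these windows lie in repeated sequence, at -34695 and -15121 bp from the TSS. Receptor genes are not independent, so this p-value is too small. The random lists were matched on windows per gene and not on distance. In YAP KD cells 12.8% of windows at 10 to 100 kb were DMRs, against 1.30% within 1 kb of a TSS.

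Mesoderm and endoderm genes lost methylation at 8 of 27 measured members in YAP KD cells against 3.08 expected (adjusted permutation p = 0.0455). Among them, in the authors' deposited table, were the pioneer factor Foxa1 (-17.5 points), Eomes, a regulator of mesendoderm (-15.4 points), and Hand1 (-13.7 points). With windows within 10 kb of a TSS alone this list did not pass (adjusted permutation p = 0.152). Germline genes lost it at 5 of 16 members against 1.14 expected (adjusted permutation p = 0.0252), including Sohlh2 (-21.5 points), Figla (-15.7 points) and Hormad1 (-14.4 points) in the authors' deposited table. Naive pluripotency genes gained a DMR at 4 of 23 members against 0.480 expected (adjusted permutation p = 0.0252), or at 2 within 10 kb (adjusted permutation p = 1.0). Sall4, a stem cell zinc finger factor, gained 22.0 points in the authors' deposited table in a coding exon on chromosome 2 (168581376 to 168581750; q = 2.62e-13), and Nanog gained 14.9 points. The remaining gains, named after their values were seen, were at Zfp42 (13.7 points, in repeated sequence) and Tcl1 in the authors' deposited table. This Zfp42 window (44381501 to 44381750) is not the one that gave the value for CTR KD cells. In the same list Dppa3 (-29.8 points, in repeated sequence) and a region near Klf5 (-16.2 points) lost methylation in the authors' deposited table. Whether a list passed in YAP KD and not in CTR KD cells does not show a difference between them. Among windows lost in YAP KD only, 6 of 28 cadherin genes were found against 1.80 expected (adjusted permutation p = 0.0784), and 6 of 40 receptor genes against 1.42 (adjusted permutation p = 0.0756).

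Coding exons of the glycolytic enzyme gene Tpi1, the chaperone gene Hsp90ab1 and Ybx1 gained 20.4, 20.1 and 19.8 points in the authors' deposited table. At the same windows CTR KD cells gained 20.2, 14.2 and 23.1 points in the authors' deposited table, and none of the 3 changes differed by the z test (adjusted p = 0.99, 0.537 and 0.778). The largest losses outside the receptors included an intron of Slc26a5, the prestin gene of cochlear hair cells (-33.7 points), the coding sequence of the MHC class II gene H2-Eb1 (-30.8 points) and an intergenic window at -106 bp from the TSS of the meiotic gene Fkbp6 (-29.9 points) in the authors' deposited table. Slc26a5 and Fkbp6 changed by -17.4 and -14.8 points in CTR KD cells in the authors' deposited table, and both changes differed (adjusted p = 0.000569 and 0.0017). At Slc26a5, YAP KD minus CTR KD was 11.1 points at T0 (q = 0.00595) and -5.22 points at T4 (q = 0.264). The difference there thus lay more in a higher start than in a lower end. At Fkbp6 it was 7.87 and -7.12 points (q = 0.0882 and 0.0782), and neither passed. With standard errors doubled, none of these calls passed, nor did that at the Trim71 region.

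**Figure D1:**
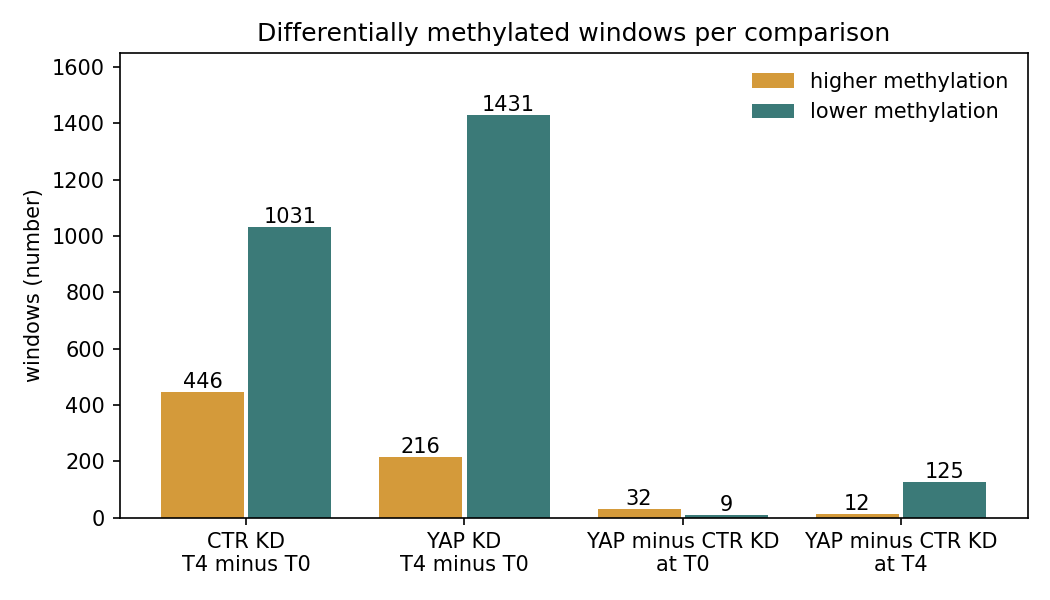
Number of windows (vertical axis) with q at or below 0.05 and an absolute difference over 10 points in each of the 4 comparisons (horizontal axis), with higher methylation in orange and lower methylation in green. Losses were 1031 in CTR KD and 1431 in YAP KD differentiation, and gains 446 and 216.

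The balance of gains and losses was then compared between the knockdowns. The gain share in YAP KD cells was lower by a difference of -17.1 percentage points, and it was lower on each of the 20 chromosomes tested (sign-flip permutation over chromosomes, two-sided, p = 1e-05, the smallest these draws can give). This test treats chromosomes as repeats of the same libraries and does not cover differences between cultures. On chromosome 17 the share fell from 55.0% of merged regions in CTR KD to 29.9% in YAP KD cells, on chromosome 10 from 43.4% to 16.3%, and on chromosome 8 from 33.8% to 12.8%. Chromosomes 1, 2, 4, 8, 10 and 17 passed Fisher's exact test (adjusted p between 0.00351 and 0.0386). Chromosomes 3, 13 and 14, which the study also singled out, had adjusted p of 0.141, 0.338 and 0.0553 by this test. The study named them from percentages of losses and gains, a different measure. Counted in windows, their gain shares were 10.2%, 3.37% and 1.75% in YAP KD cells, against 23.3%, 11.1% and 18.5% in CTR KD cells. No chromosome passed Fisher's exact test with differences over 20 points, and 15 did with no minimum.

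**Figure D2:**
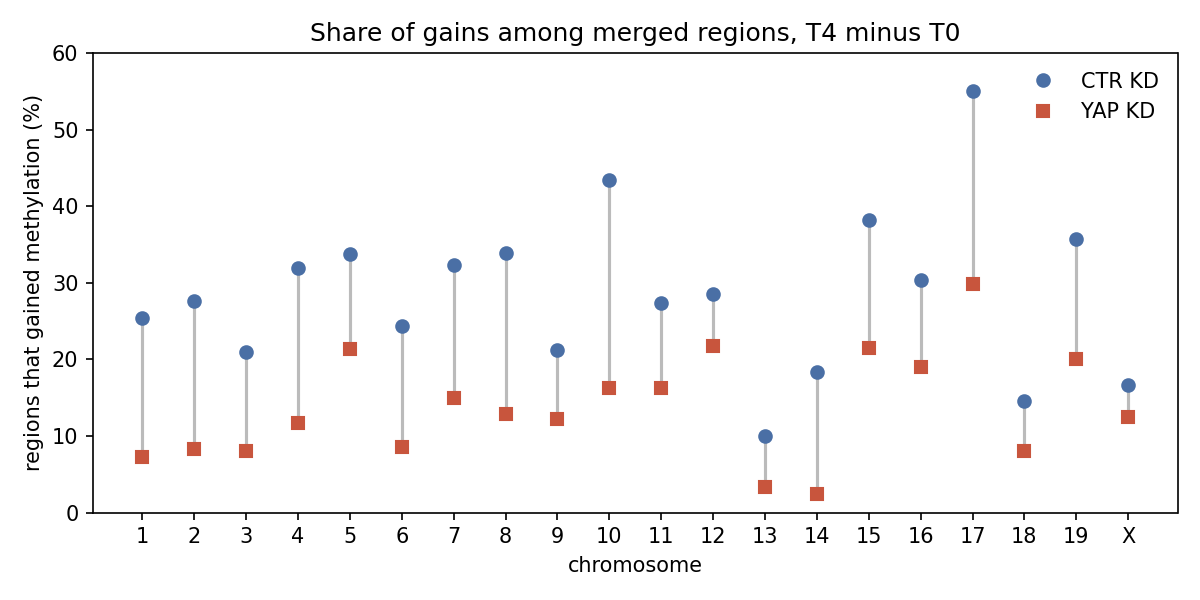
Percentage of merged regions that gained methylation between T0 and T4 (vertical axis) on each chromosome (horizontal axis), with CTR KD as blue circles and YAP KD as red squares joined by a grey line. The YAP KD value is the lower one on all 20 chromosomes, as on chromosome 10 with 43.4% and 16.3%.

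By position, gain shares were lower in YAP KD cells in each feature class. Coding exon DMRs were gains in 46.6% of cases in CTR KD cells and in 25.4% in YAP KD cells. Intergenic DMRs were gains in 13.3% (95% interval 9.77 to 17.0) and 5.29% (3.34 to 7.55), UTR DMRs in 32.8% (18.5 to 48.5) and 18.6% (8.82 to 30.8), where the intervals overlap, and noncoding exon DMRs in 40.5% (22.7 to 60.5) and 3.03% (0.0 to 10.3). In introns the share was 32.3% in CTR KD cells (26.1 to 38.4), with an interval of 9.46 to 16.7 in YAP KD cells. Within 1 kb of a TSS 1.04% of windows were DMRs in CTR KD (0.886 to 1.22) and 1.30% in YAP KD cells (1.12 to 1.49), against 9.81% and 12.8% at 10 to 100 kb. On the X chromosome 2 windows gained and 14 lost methylation in CTR KD cells, and 1 gained and 11 lost it in YAP KD cells.

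Across the 38597 windows in both differentiation tables the changes correlated (Pearson r = 0.799, Spearman rho = 0.488, across windows, which are not independent). At 62.1% of windows they had the same sign. The YAP KD change was lower by a median of -0.154 points (95% interval -0.169 to -0.137). Of the windows past the threshold in either table, 1844 in number, the median difference was -3.57 points (-3.92 to -3.21). They were chosen by the same changes that are compared, which can itself shift this median, and the interval does not cover that. Losses in both groups were found at 649 windows and gains in both at 137.

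Windows with a call in a single group were next tested for a difference. Loss in YAP KD only was found at 590 windows and gain in CTR KD only at 235. By the z test 98 of the former and 65 of the latter differed. Nfatc4, a calcium-responsive transcription factor, gained 23.5 points (derived SE 2.78) in CTR KD cells in a coding exon on chromosome 14 (56448626 to 56449000), against -4.78 points (SE 2.71) in YAP KD cells, in the authors' deposited table (difference -28.3 points, adjusted p = 1.31e-09). An intron of Mta3, a subunit of the NuRD chromatin remodelling complex, on chromosome 17 (84167626 to 84167875) gained 12.1 points (SE 2.98) in CTR KD and lost methylation in YAP KD cells (-16.1 points, SE 3.36) in the authors' deposited table (adjusted p = 6.08e-07). The coding exon of Mmgt2, a magnesium transporter gene, on chromosome 11 (62478376 to 62478750) did the same, with 14.8 and -12.7 points in the authors' deposited table (adjusted p = 2.56e-11). Windows nearest to Slmo2, to Arid1b, a subunit of the BAF complex, and to A230087F16Rik, this last in a coding exon of Cdc42bpb, passed as losses in YAP KD cells, with differences of -23.4, -21.9 and -21.9 points from CTR KD by the z test on the authors' p-values (adjusted p = 0.000267, 0.0017 and 4.42e-05). The imprinted gene Gnas and the acetyltransferase gene Myst3 passed as gains in CTR KD cells, with differences of -22.8 and -21.7 points by the same test on the authors' p-values (adjusted p = 0.00108 and 9.45e-06). Over all windows 496 changes differed, 417 of them lower in YAP KD cells. With standard errors doubled, an assumed allowance for replicate variation that these tables cannot measure, 0 windows passed the z test after adjustment and 244 had an unadjusted p under 0.05, so these single windows depend on the authors' errors.

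**Figure D3:**
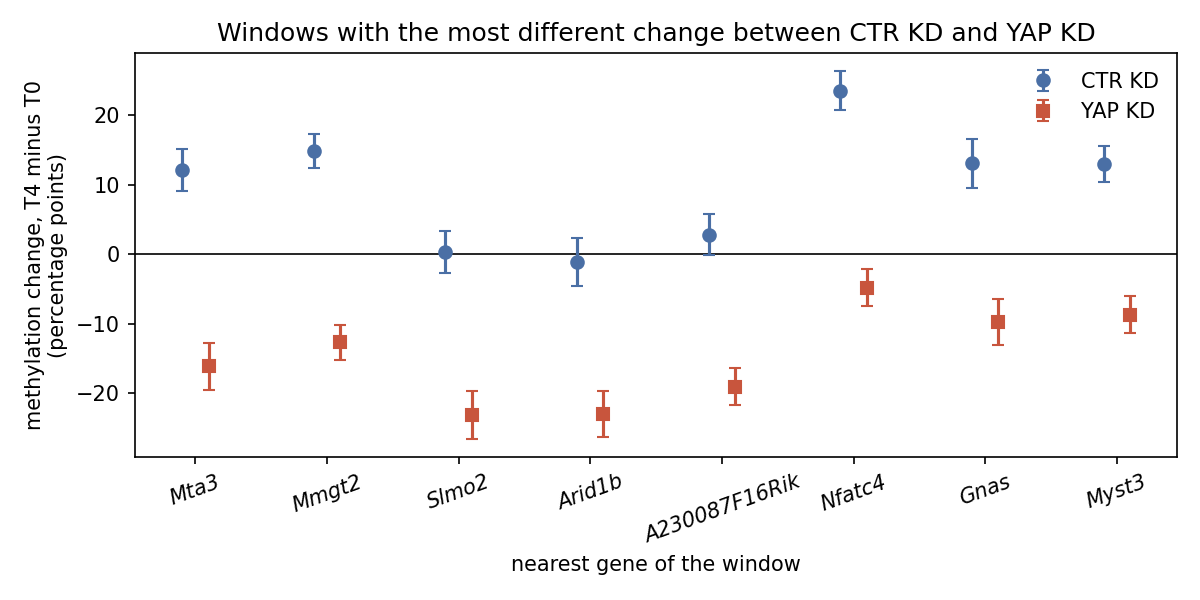
Methylation change from T0 to T4 in percentage points (vertical axis) at the 8 windows named for the most different changes, labelled by nearest gene (horizontal axis), with CTR KD as blue circles, YAP KD as red squares and bars of 1 derived standard error. At Nfatc4 the change was 23.5 points in CTR KD and -4.78 points in YAP KD cells.

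YAP KD and CTR KD cells were also compared directly at each time. At T0 few windows differed. Of 41 DMRs 32 were higher and 9 lower in YAP KD cells. Methylation was higher at 4 of 36 measured imprinted genes against 0.106 expected (adjusted permutation p = 0.0028). These were Peg10, a paternally expressed gene derived from a retrotransposon (16.1 points, chromosome 6, 4697626 to 4697875, q = 6.23e-05), Gnas (13.4 points), Impact and Inpp5f in the authors' deposited table, the last of them named after its values were seen. The random lists were matched on windows per gene alone, and not on distance or on methylation level, which is not given. At T4 the same Peg10 and Gnas windows differed by -4.62 and -9.42 points in the authors' deposited table (q = 0.443 and 0.164), and neither passed. Over all 150 windows of the list at T0 the median difference was -0.00607 points, and 8 of them were DMRs. Mcts2, an imprinted gene within H13, was lower (-12.0 points, chromosome 2, 152512376 to 152512875, q = 2.13e-07) in the authors' deposited table. Tet3, which oxidises methylated cytosine, was higher by 10.9 points and the Wnt co-receptor gene Lrp5 by 12.2 points in the authors' deposited table.

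At T4 the differences were more frequent and mostly downward. Of 137 DMRs 12 were higher in YAP KD cells and the others lower, a share of 8.76% higher (95% interval 3.79 to 14.9). Nfatc4 (-21.5 points, q = 1.69e-10), Mmgt2 (-20.5 points, q = 8.52e-12), Mta3 (-17.9 points, q = 2.93e-05) and the ubiquitin ligase gene Rnf157 (-17.8 points, q = 0.000191) were lowest in the authors' deposited table. The pluripotency genes Klf5 and Zfp42 were lower at T4 by differences of -10.3 and -10.1 points, and the imprinted genes Slc38a4 and Impact by -11.5 and -10.9 points, in the authors' deposited table. Of the 14 lists, 0 passed at T4 in either direction by the matched test with Benjamini-Hochberg adjustment, the lowest adjusted p being 0.488 and 0 lists having an unadjusted p under 0.05. The region nearest to Klf6, at -170859 bp from its TSS, was higher (10.6 points, q = 3.69e-11) in the authors' deposited table.

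The windows lower at T4 included many that had gained methylation in CTR KD cells. Of the 111 that were also listed for CTR KD differentiation 32 were CTR KD gains, against 1.05 for independent lists, and of the 104 also listed for YAP KD differentiation 49 were YAP KD losses against 3.50. Of the 32 windows higher in YAP KD cells at T0, 27 were also listed for YAP KD differentiation, and 14 of these were YAP KD losses against 0.853. These comparisons share libraries, which raises such overlaps by an amount that was not measured, so the counts for independent lists are too low a reference. The covariance of the T4 knockdown differences with CTR KD differentiation was -1.14 against -0.503 in simulated unchanged groups, and with YAP KD differentiation 1.54 against 0.541. For the T0 knockdown differences it was 0.594 against 0.504 with CTR KD and -1.62 against -0.540 with YAP KD differentiation. The T0 excess in YAP KD cells (-1.08) was thus as large in size as that at T4 (0.998). The simulated groups hold no variation between cultures, which could raise these covariances as well, so the excesses cannot be laid to the knockdown.

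The genes of de novo methylation themselves were followed. Dnmt3l, the cofactor of the de novo methyltransferases, gained 4.37 points in CTR KD and 4.27 points in YAP KD cells at its single window in the authors' deposited table, below the minimum of 10 points, and differed by 0.243 points at T0 and 0.404 points at T4 between knockdowns (q = 0.907 and 0.895). A region 23810 bp from the TSS of Dnmt3a, on chromosome 12 (3930126 to 3930750), changed by -18.8 points in CTR KD and -20.5 points in YAP KD cells (q = 5.57e-11 and 9.17e-13) in the authors' deposited table. The YAP KD value is from an overlapping window 23685 bp from the TSS, whose sequence is repeated, and there the knockdown difference at T4 was -8.50 points (q = 0.0308), below the minimum difference, and at T0 no window passed, in the authors' deposited table. Yap1 had 3 windows, whose differences reached 1.52 points in CTR KD and 0.435 points in YAP KD cells in the authors' deposited table. Dnmt3b and Lin28a had 0 windows in these tables. Of 19 measured Hippo pathway genes in YAP KD cells 1 lost methylation, at Sav1 (-16.2 points) in the authors' deposited table, against 1.41 expected (adjusted permutation p = 1.0). That window lies in a coding exon of another gene, Nin, at -55137 bp from the TSS of Sav1.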

Values the study reported

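At a q value of 0.05 or lower, the study reported 6661 differentially methylated regions for CTR cells and 6898 for YAP KD cells. Of these, its text put the part that gained methylation at about 30% in CTR and 13% in YAP KD cells, and the part that lost it at 69.8% and 86.9%, while the legend of the plot it refers to names a minimum difference as well. It counted 2325 loci with a loss in YAP KD alone and 1218 loci with a gain in CTR alone.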

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

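The tests of bisulphite conversion, of repeated sequence and of slower differentiation, and the comparison of T0 with T4, were chosen after the results were seen, while both tests on distance from promoters were set before their outcome was seen.

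A difference between the knockdowns drew attention to the gain share on differentiation, which was lower in YAP KD cells by a difference of -17.1 percentage points, to the 496 windows whose change differed between YAP KD and CTR KD cells, and to the 6 chromosomes whose gain share differed. Incomplete conversion differing between libraries would lower unmethylated mitochondrial DNA as well, but its mean YAP KD minus CTR KD change was 0.0794 points against -0.447 over nuclear windows. Reads shared between repeats would confine the imbalance to repeated sequence, and over single-copy windows it was -18.0 percentage points. Slower progress of YAP KD cells along the same path would shrink the losses too, if each window moves one way from T0 to T4. Yet windows that lost methylation on average changed by a further -2.37 points in YAP KD cells (95% interval -2.80 to -1.98). No time between T0 and T4 was measured, so a delay at windows that first lose and then regain methylation is not excluded. A YAP effect on methylation and a difference between cultures unrelated to YAP both stay open, since the tables hold no value per replicate. The study also reported reduced survival of YAP KD cells and proposed a lasting effect on selected subpopulations of survivors. Whether the mix of cells differed between the knockdowns was not tested here.

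The difference between the knockdowns was larger after differentiation than before it at windows that changed. Over 1131 windows in all 4 tables chosen by the mean of the 2 changes, the size at T4 exceeded that at T0 by 0.755 points (95% interval 0.349 to 1.13). Where methylation was gained, YAP KD minus CTR KD was 0.609 points at T0 (0.223 to 1.02) and -2.71 points at T4 (-3.53 to -1.96). Where it was lost, it was 0.984 points at T0 (0.690 to 1.28) and -1.41 points at T4 (-1.73 to -1.12), with sizes whose intervals overlap. A part at T0 thus remains, and its origin was not tested. By covariance with YAP KD differentiation, the excess over simulated unchanged groups was as large in size at T0 (-1.08) as at T4 (0.998).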

How the results depend on the processing

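No paired analysis was possible because the tables hold no value per replicate, and for the same reason no replicate could be left out. The lower gain share in YAP KD cells kept its direction and its p under 0.05 in all 8 alternatives, from -25.6 percentage points with differences over 20 points to -11.9 with no minimum. The correlation of the changes and their median difference kept their sign in each alternative tried. Among all alternatives, 105 values of the main results stayed the same and 48 moved, each of which is given below, while 412 single-region results kept their call and 141 lost it. Depth is not given, so its effect could not be examined. Where no cause is named below, the cause was not tested.

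With no minimum on the difference more windows pass by construction: 6661 in CTR KD and 6898 in YAP KD differentiation (gain share 21.2%), 184 at T0 and 568 at T4. Of DMRs 39.6% and 40.0% then lay within 1 kb of a TSS in CTR KD and YAP KD. The overlaps of windows lower at T4 rose to 192 CTR KD gains and 238 YAP KD losses, and that of windows higher at T0 to 92 YAP KD losses. The chromosomes that differ became 15, and the lists that pass 2 for CTR KD gains, 8 for CTR KD losses, 8 for YAP KD losses and 1 for losses in YAP KD only. Over 20 points fewer pass: 178 and 234 windows (gain share 4.70% in YAP KD), 0 at T0, 2 at T4 (gain share 0%), and 0 chromosomes by Fisher's exact test on merged regions. Losses in YAP KD only then numbered 118 (25 by the z test) and gains in CTR KD only 37 (14). A q threshold of 0.01 left 19 DMRs at T0 and 86 at T4. Non-overlapping windows gave 746, 823, 20 and 69 DMRs.

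Doubled standard errors left 0 windows by the z test in all, 0 among those lost in YAP KD only and 0 among those gained in CTR KD only (244 had an unadjusted p under 0.05). With the q threshold alone in the other table, 271 windows were lost in YAP KD only and 93 gained in CTR KD only (37 by the z test). The q threshold alone in both tables, chosen after seeing the data, gave 2314 (205) and 1116 (149). Fisher's exact test with no matching passed 7 lists for CTR KD losses and 3 for losses in YAP KD only. Genes within 10 kb left 0 lists for CTR KD gains, 1 for CTR KD losses and 0 for YAP KD gains by the matched test. Single-copy windows, also chosen after seeing the data, left 1 list for CTR KD losses.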

Other observations

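The restriction to repeated sequence and the genes named next were chosen after their values were seen, as was the test of random error; both tests on distance from promoters were set before their outcome was seen.

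The gene Dux, a double homeobox factor of the 2-cell embryo that lies in a repeated array, lost methylation on differentiation in both knockdowns. Of its 8 windows, 6 passed the threshold in each group in the authors' deposited table, with the largest changes at -23.7 points in CTR KD (q = 9.87e-62) and -22.8 points in YAP KD cells (q = 3.68e-144), in coding exons on chromosome 10 (57687376 to 57687625 and 57687001 to 57687250). None of its windows passed between YAP KD and CTR KD at T0 or T4. The intergenic window nearest to Ly6c2 on chromosome 15 (74917126 to 74917375) gained 13.6 points in CTR KD and 10.6 points in YAP KD cells in the authors' deposited table.

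Clustered protocadherins were counted at 21 genes, of which 4 lost methylation in CTR KD cells (3.05 expected, adjusted permutation p = 0.839) and 6 in YAP KD cells (3.54 expected, adjusted permutation p = 0.333). At 286 of their windows in both tables the mean change was -2.77 points in CTR KD and -4.11 points in YAP KD cells, and 11 windows differed by the z test, 11 of them lower in YAP KD cells. Trophoblast genes lost methylation at 3 of 12 and 3 of 11 members (adjusted permutation p = 0.647 and 0.535), and in the authors' deposited table Gcm1 (-23.1 points) led in CTR KD and Fgfr2 (-26.4 points) in YAP KD cells. DNA methylation machinery lost it at 2 of 16 and 3 of 17 genes (adjusted permutation p = 0.825 and 0.398). Epiblast genes lost it at 1 of 14 and 1 of 12 (adjusted permutation p = 1.0 for both), at Dnmt3a, and imprinted genes at 2 of 36 and 4 of 36 (adjusted permutation p = 1.0 and 0.768). In YAP KD cells Wnt pathway genes lost it at 8 of 73 (adjusted permutation p = 0.768), neural genes at 7 of 38 (adjusted permutation p = 0.768) and Hox genes at 6 of 37 (adjusted permutation p = 0.763). This Wnt count takes all losses in YAP KD cells, whereas the study's Wnt result was for losses in YAP KD cells alone.

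Losses on differentiation were more frequent in repeated sequence, and so were gains. In CTR KD cells 8.13% of repeated windows lost methylation against 1.91% of single-copy windows, a ratio of 4.26 (95% interval 3.16 to 5.46), and 2.17% gained it against 0.894%, a ratio of 2.43 (1.44 to 3.78). Repeated windows lie farther from a TSS, and beyond 1 kb the ratio was 2.13 (1.64 to 2.75), so distance may account for part of the excess and not for all of it. Within strata of distance and CpGs per window it was 2.14 (1.62 to 2.73). Random error around 0 would raise gains as much as losses in percent of windows. The excess of losses was above that of gains by 4.94% of windows (2.60 to 7.16). However, the mean change was -1.87 points in repeated and -0.432 points in single-copy windows of CTR KD cells. Random error around a negative mean would also add more losses than gains, so this contrast cannot exclude it. Methylation at T0 is not given, so the strata could not be matched on it. Loss at repeats on differentiation, larger random error in repeated windows, and reads assigned among copies by the aligner all stay open.

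At the q threshold alone, the gain share in YAP KD cells was 21.2%. That is higher than the value quoted from the study above. With the minimum difference of 10 points added, which the legend in the study names, the share was 13.1%.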
